A study of Rattus norvegicus with 939 samples. Its data were reported in "Genomic Models of Short-Term Exposure Accurately Predict Long-Term Chemical Carcinogenicity and Identify Putative Mechanisms of Action" (2014).

How the data were processed

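The starting point was the table of log2 values deposited by the authors, 31099 probe sets by 939 arrays, whose submitters' notes name RMA without a version. Each column was matched to 1 sample, and 0 columns were left without one. The values were used as they stood: array medians lay between 5.41 and 5.73, minima between 2.51 and 2.82 and maxima between 13.6 and 14.5, as for background-corrected, quantile-normalized arrays on the log2 scale, and the check of each column against its unit found no contradiction. The paper's methods name the frozen form of RMA for the whole DrugMatrix, to which these arrays belong. The raw image files were not used here.

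Probe sets were assigned to genes with the platform annotation, in which 20832 probe sets carried 1 gene symbol, 436 several and 9831 none. Symbols were matched to the RefSeq table of the rat assembly GRCr8 for 20764 probe sets, and 68 kept the symbol of the annotation. Probe sets with several symbols or none were left out. Each gene was represented by the probe set with the highest mean log2 value over all arrays, a choice that mattered for 4526 genes with more than 1, and 14218 genes were tested.

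Compound, dose, exposure time, replicate number, vehicle, culture day, RNA extraction day and hybridization day came from the sample labels, with 54 culture days, 23 extraction days and 41 hybridization days. A compound was compared with every vehicle control of its campaign whose description names the compound. For each compound limma was fitted with treatment and exposure time as factors to the treated arrays at the dose and these controls, and variances were moderated with its default empirical Bayes prior. A gene was called at Benjamini-Hochberg adjusted p of 0.01 or less over the 14218 genes and a change of 1.5-fold or more, and was responsive when called in at least 5 compounds, the bounds of the paper's methods. Classes used the intersection of calls in the same direction. Pairs of compounds used the contrast of treated minus own controls in the one compound against the same in the other. Dose series used a slope over the 9 treated arrays with doses scored −1, 0 and 1 and an adjusted p of 0.05. Time in culture used control arrays of campaigns 1 to 3 with culture day as a block. Repeats used the correlation across all genes of the log2 fold changes in the 2 campaigns, at the dose and time they had in common. Confidence intervals cover 95%, and standard errors are those of the moderated fit.

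Gene lists were written by hand from general knowledge of the pathways before the data were examined, 22 in all, and members missing from the array were skipped. They were tested with camera of limma on the moderated statistics, with a preset correlation between genes of 0.01 and, as an alternative, an estimated one, and p was adjusted over all lists and compounds of a comparison. "Adjusted over the list alone" means Benjamini-Hochberg adjustment over the members of that list only.

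The division into campaigns, the matching of controls, the comparisons, the bounds, the lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule named the 10 genes called higher and the 10 called lower in most compounds, for each class the 8 largest shared changes in each direction with the 4 largest and 2 smallest of its list, for pairs and dose series the 3 largest in each direction, for time the 10 largest in each direction, and for each list the 2 largest changes in the compound with the smallest adjusted p. One gene among those the rule names is not reported here. Further genes of the p53, PPARa and AhR lists were named where a class or pair bore on them. Blocks for hybridization or extraction day, the replicate block for calls at each dose, the fits without 2 arrays and the fits that combine a replicate block with leaving out replicate 2 were chosen after the data were examined.

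The alternatives were the ordinary linear model test per gene without moderation, which stands for the t test of the paper's methods, a bound of 2-fold, all controls of the campaign, a single exposure time, subtraction of the array median, renewed quantile normalization, the median of a gene's probe sets, leaving out the lowest share of 0.3333 of genes by mean value, hybridization day as a random effect (its correlation estimated from 1000 genes), replicate number as a block, treated arrays compared without controls, and each replicate number left out in turn from treated and control arrays.

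Whether replicate numbers mark pairs was checked on residuals. In the dose series 55 of 57 arrays were hybridized on the day of their number, and 53 of 54 same-number pairs of arrays had a residual correlation above 0.1 (mean 0.557, against −0.275 between numbers), so the arrays there are paired by number. Whether hybridization or an earlier shared step pairs them was not tested. Elsewhere numbers restart within a time point for 35 of 125 compounds, where arrays of different days and control sets carry the same number and 0 met the bound for every pair (median 0.0881 against −0.0227). Of the 90 others 45 met it (median 0.368 against −0.128). The number was therefore treated as a shared number only, and a replicate block or a replicate left out mixes both kinds of compound.

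The code was tested on simulated data before use. Of 14218 simulated genes with 200 changed, the fits for a compound, a pair, a dose trend and the time comparison found 46.3%, 43.3%, 95.5% and 52.2% of the changes of 1.5-fold, 98.5%, 94.0%, 100% and 100% of those of 2-fold, and all of those of 4-fold, and called 1, 0, 15 and 0 of 14018 unchanged genes. Of 22 lists, the 1 moved on purpose had adjusted p = 5.05e-70 and 0 of the others passed. For the classes and the responsive genes 20 data sets without an effect were simulated with the arrays and controls of the study.

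In addition, controls were compared with one another (55 pairs of control sets, a median of 14 genes called, at most 398, and 10 pairs with 0), which shows how far sets of controls differ without any compound. Treated and control labels within each compound and time, treated arrays within compound pairs, doses and times were also exchanged at random up to 100 times. After the data were examined, the shared genes of each class were compared with 1000 random sets of compounds outside it, drawn for each member from the 20 compounds nearest in number of calls. Gene lengths came from the RefSeq table for 14205 genes (99.9%).

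The programs were R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table (version 1.17.8), and Python with pandas and matplotlib for tables and plots. Liver, kidney and heart arrays of the same project and the carcinogenicity classes of the paper were not analysed here.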

Results

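Expression was measured on 939 Affymetrix arrays of primary rat hepatocytes in culture, 826 of them exposed to 1 of 125 compounds and 113 to vehicle alone. The arrays fell into 5 campaigns. Campaign 1 held 824 arrays and 120 compounds, campaign 2 held 34 arrays and 4 kinase inhibitors, campaign 3 held 12 arrays for cerivastatin, campaign 4 held 12 arrays that repeated chlorpromazine, and campaign 5 held 57 arrays for 3 doses of each of 6 compounds. Exposure lasted 0.67 d on 436 arrays and 1 d on 503. Of the 275 groups of treated arrays with the same compound, dose, time and campaign, 272 had 3 arrays, 2 had 2 and 1 had 6. The controls formed 17 sets with 1 to 8 arrays at a time point. Array medians ran from log2 5.41 to 5.73 (mean 5.57, SD 0.030), and the highest correlation of an array with any other was 0.949 or more for every array. In 104 control arrays the hepatocyte markers had a mean log2 of 11.42, at the median percentile 98.8 of all genes, against 6.28 for Kupffer cell markers (percentile 30.7), 5.5 for endothelial (28.2), 5.29 for cholangiocyte (20.6) and 5.09 for stellate cell markers (30.1). The labels do not say whether replicates came from separate cultures, so each p describes the spread between these arrays, and the number of arrays limits its precision.

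The broadest question was which genes moved in hepatocytes across many unrelated compounds. Each compound at its dose in campaigns 1 to 3 was compared with its matched vehicle controls, both exposure times together, and a gene counted as responsive when at least 5 compounds changed it by 1.5-fold or more at adjusted p of 0.01 or less. Of 14218 genes, 6406 (45.1%) were responsive, 1779 of them only ever higher, 1746 only lower and 2881 in both directions, while 4718 (73.6%) had at least 90% of their calls in 1 direction. The most widely raised gene was Gde1, a glycerophosphodiesterase, higher in 80 compounds and lower in 0 (mean log2 1.08, SD 0.70 over compounds). Klf4, a zinc finger transcription factor, was higher in 77 compounds (mean log2 1.36), Shc4, a signalling adaptor, in 74 (1.30), Slc25a33, a mitochondrial pyrimidine carrier, in 74 (0.81) and Pdk4, which restrains pyruvate dehydrogenase, in 73 (1.75, SD 1.50). The stress genes Zfand2a (77 compounds, mean 1.14), Trib3 (74, 0.90), Ddit3 (73, 1.40), Gdf15 (73, 1.16) and Mthfd2, a mitochondrial folate enzyme (73, 0.85), rose as widely, and their largest changes included 53-fold for Pdk4 with simvastatin (log2 5.73, SE 0.23), 34.2-fold for Gdf15 with pantoprazole (log2 5.10, SE 0.31) and 16-fold for Ddit3 with valdecoxib (log2 4.00, SE 0.17).

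Among the genes that fell most widely, Nrep, a regulator of cell motility, was lower in 88 compounds (mean log2 −1.79, and −5.75, SE 0.15, with pantoprazole), and the secreted mannose-binding lectin Mbl2 was lower in 85 (−1.72, SD 1.36). Mylk, the myosin light chain kinase, fell in 85 compounds (−1.56), Qprt, of NAD synthesis, in 85 (−1.17), Gna14, a G protein subunit, in 84 (−2.13, SD 1.39), and the peroxisomal hydroxyacid oxidase Hao1 in 84 (−1.65). Bdh1, of ketone body metabolism (84 compounds, −1.16), the kinesin Kif12 (84, −1.03), the monoamine oxidase Maob (83, −1.25) and the carbonic anhydrase Car14 (83, −1.02) completed the set.

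The response differed widely in size between compounds, with a median of 878 genes (quartiles 219 and 2029) and 66346 higher and 88401 lower calls in all. Pantoprazole changed 4208 genes (2054 higher, 2154 lower), valeric acid 4039 (1947 and 2092), vinblastine 3910, lomustine 3898 and valdecoxib 3624. Lower calls outnumbered higher ones in 89 compounds, and higher ones lower in 27. The direction depended on scaling, since with the median of each array subtracted 3279 responsive genes were more often higher and 3165 more often lower, in place of 2986 and 3345. In limma, 9 compounds changed 0 genes after adjustment, with unadjusted p under 0.05 for 170 genes in allyl alcohol, 215 in antimycin A, 2037 in celecoxib, 708 in didanosine, 423 in gabapentin, 1241 in pemoline, 946 in perhexiline, 732 in rofecoxib and 840 in sulpiride. With replicate number as a block, celecoxib called 36 genes, rofecoxib 3 and sulpiride 1, in which every same-numbered pair of arrays correlated above 0.1, and the other 6 still called 0. Calls used limma with exposure time as a covariate and n = 6 treated arrays for most compounds, and 20 simulated data sets with no effect gave 0 responsive genes. With a bound of 2-fold in place of 1.5-fold the count was 2719 genes.

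**Figure D1:**
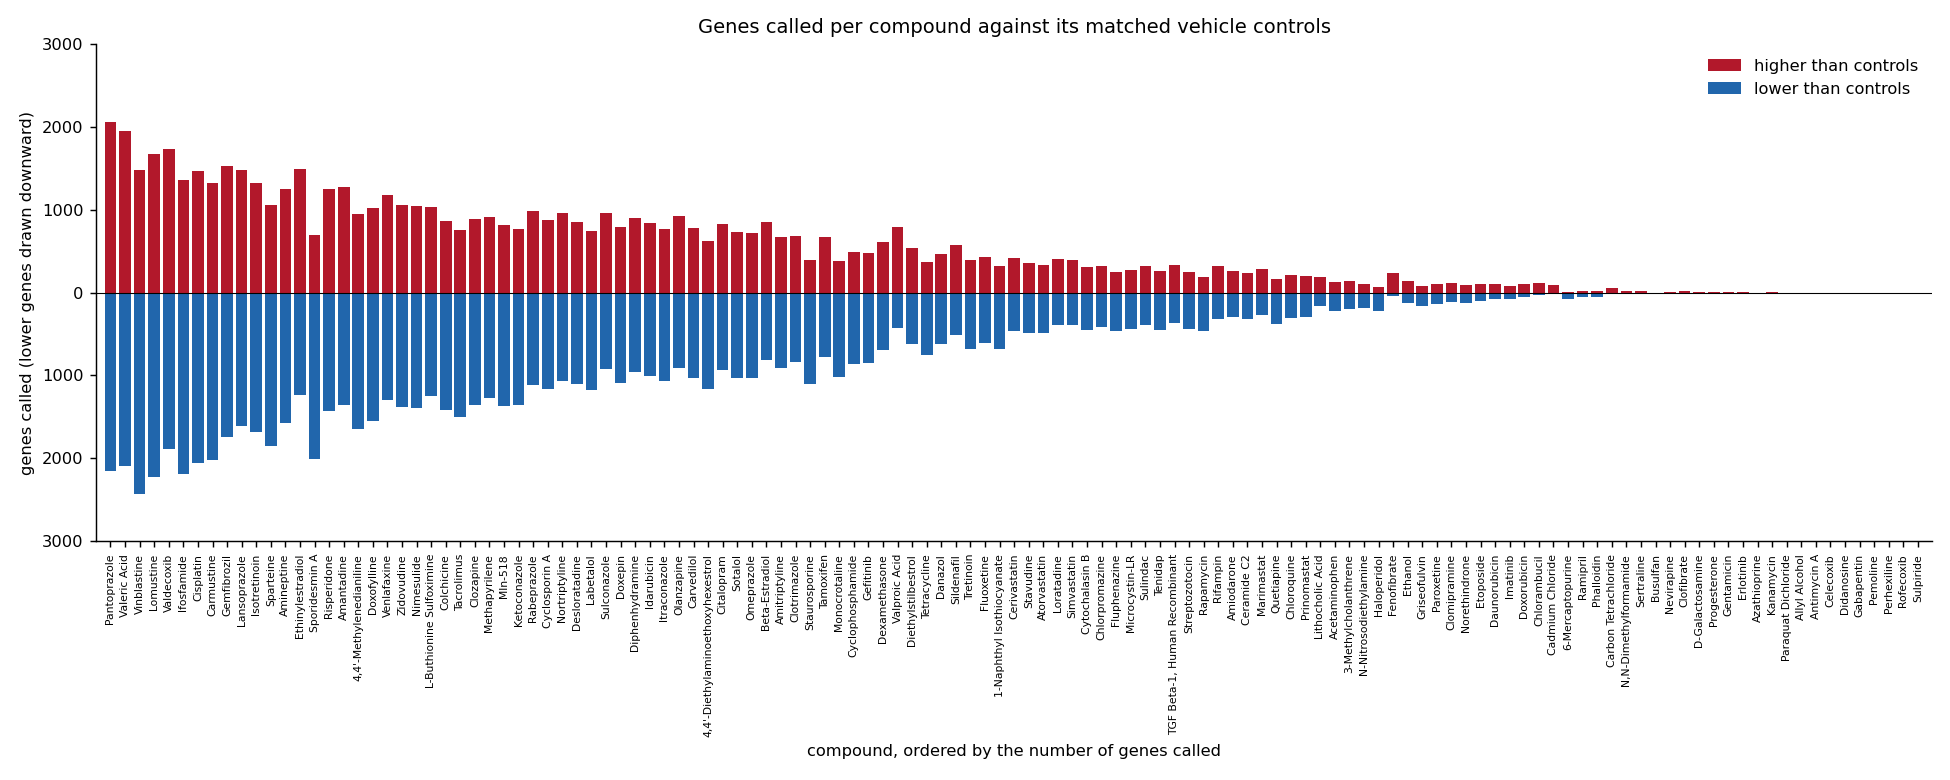
Genes called higher (upward bars) and lower (downward bars) for each of 125 compounds against matched vehicle controls, ordered by their number. The counts run from 0 genes in 9 compounds to 4208 genes for pantoprazole.

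For the fibrates, the question was which genes clofibrate (500 uM), fenofibrate (250 uM) and gemfibrozil (2000 uM) changed in common. They shared 7 genes, all higher and 0 lower, named here with folds in that order. Pdk4 rose 7.28-, 38.8- and 42.9-fold (log2 2.86, SE 0.49, then 5.28, SE 0.23, and 5.42, SE 0.44, n = 6 arrays each). The clofibrate arrays differed widely: the pair of hybridization day 6 had Pdk4 at log2 4.72 and 4.81 and Ehhadh at 6.01 and 6.35, and another, taken up below, had Pdk4 at 5.20 with Ehhadh at −2.14, while the others lay between 0.087 and 1.25 for Pdk4. Cpt1b and Cpt1a, which carry fatty acids into mitochondria, rose 4.60-, 26.2- and 4.35-fold and 2.05-, 5.5- and 1.60-fold, and the lipid droplet proteins Hilpda and Plin2 2.27-, 4.51- and 6.29-fold and 1.59-, 2.19- and 1.81-fold. Hsdl2, a peroxisomal dehydrogenase (2.14-, 5.82- and 2.41-fold), and Dact2, a modulator of Wnt signalling (1.72-, 1.88- and 2.44-fold), were the others. Acot1, an acyl-CoA thioesterase, rose 187-fold with fenofibrate (log2 7.54, SE 0.056) and 4.25-fold with gemfibrozil, but varied too much between clofibrate arrays to be called (log2 2.57, SE 0.63, adjusted p = 0.0662). Cyp4a3, a fatty acid hydroxylase, rose 5.25- and 27.2-fold with clofibrate and fenofibrate, and 2.55-fold without a call for gemfibrozil (adjusted p = 0.0248). The fatty acid oxidation gene Acadm was higher with fenofibrate (2.49-fold), lower with gemfibrozil (log2 −1.48, adjusted p = 0.00499) and not called for clofibrate (log2 0.15, adjusted p = 0.714), and Ucp3 was called in none (log2 −0.16, 0.0024 and −0.11).

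Of 35 PPARa targets measured, 8 were called higher with clofibrate (adjusted p = 1.52e-25 for the list), 33 with fenofibrate (9.52e-128) and 11 with gemfibrozil, where 2 were lower (0.0251). Adjusted over the list alone, 20 members passed for clofibrate. With an estimated correlation between genes the adjusted p was 0.140, 8.65e-09 and 0.692. Fenofibrate also raised cholesterol synthesis (7 of 20 members, adjusted p = 6.63e-21, and 0.0123 with an estimated correlation) and fatty acid synthesis (6 of 15, adjusted p = 7.82e-18, and 0.00215). These lists did not pass with clofibrate (0.295 and 0.877) and passed downward with gemfibrozil (0.0214 and 0.00855, or 0.695 and 0.601 with an estimated correlation), and the difference between the fibrates was not tested. Gemfibrozil raised 15 of 20 ATF4 targets (adjusted p = 3.84e-09, or 0.372 with an estimated correlation), which answer amino acid and endoplasmic reticulum stress, and lowered 17 of 24 complement and coagulation genes (5.05e-09, 0.459), 11 of 23 hepatocyte markers (6.04e-04, 0.599) and 6 of 13 TGFb and matrix genes (1.31e-04, 0.165). Clofibrate changed 15 genes, all higher, and gemfibrozil 3272 (1526 higher, 1746 lower). Without the arrays of hybridization day 2 labelled clofibrate 0.67 d replicate 1 and gemfibrozil 1 d replicate 1 these counts were 37 and 4330, clofibrate raised 17 PPARa targets (p = 6.24e-04 with an estimated correlation), and gemfibrozil raised 11 and lowered 11 (p = 0.501), so that its list call was lost.

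The 3 independent gene lists would share 0.026 higher and 0 lower genes, simulated data with no effect shared 0, and with the control arrays divided between the compounds, which leaves fewer for each, 0 genes were shared. Of 1000 sets of unrelated compounds with similar numbers of calls, 23 shared as many as 7 (median 0). Across genes, which do not vary independently, the changes of clofibrate and fenofibrate correlated at 0.546 (0.376 with divided controls, covariance 0.0328 against 0.00304 simulated), those of clofibrate and gemfibrozil at 0.450, and those of fenofibrate and gemfibrozil at −0.030 with 52 genes called in opposite directions. Numbers restart in these groups, so that 4 of the 6 arrays of each fibrate carry number 1, 2 number 2 and 0 number 3. The count was 0 without replicate 1, 0 without replicate 2 and 4 without replicate 3, which took away controls alone, 3 under the per-gene test of the study, 58 against all controls of the campaign, 0 at 1 d alone, 0 at 0.67 d alone, 4 with hybridization day as a random effect and 0 with replicate number, hybridization day or extraction day as a block. Without the same 2 arrays, 6 genes were shared, with Cyp4a3 gained and Hilpda and Cpt1a lost. Clofibrate then correlated at 0.745 with fenofibrate and −0.149 with gemfibrozil.

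The statins inhibit HMG-CoA reductase, and the question was what atorvastatin (250 uM), simvastatin (160 uM) and cerivastatin (250 uM) changed in common. They shared 274 genes, 84 higher and 190 lower. Among the higher genes, with folds in that order, were Pdk4 (4.42, 53 and 14.2), Cyp4a3 (2.08, 24.6 and 7.01), the thioesterases Acot2 (3.32, 5.61 and 5.84) and Acot4 (1.66, 10.2 and 3.29), and the hepatokine Fgf21 (4.35, 3.87 and 4.08). Shc4 (6.38, 2.94 and 10.1), Gde1 (3.21, 4.72 and 3.97) and the thyroxine-binding globulin Serpina7 (3.91, 3.33 and 4.61) rose too. The actin-associated Tagln fell (log2 −3.26, −3.05 and −3.85, SE 0.47 to 0.50), as did Ccn2, a matricellular growth factor (−1.75, −2.21 and −2.79), and Pdlim7, a cytoskeletal adaptor (−2.16, −1.81 and −2.35). Prnd, a prion-like protein (log2 −3.35, −2.93 and −3.39), the membrane protein Popdc2 (−2.26, −1.90 and −3.14), the deadenylase Noct (−2.12, −2.26 and −2.55), the uncharacterized LOC100910973 (−2.10, −1.76 and −2.78) and the vasopressin receptor Avpr1a (−2.19, −1.91 and −2.27) fell in all of them.

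Of 20 cholesterol synthesis genes, 4 rose with atorvastatin (adjusted p = 0.00114), 18 with simvastatin (5.86e-27) and 2 with cerivastatin (0.0946, not passed). With an estimated correlation the adjusted p was 0.508, 0.0845 and 0.821. Hsd17b7 rose 2.01-, 6.66- and 2.11-fold and Fdft1 2.17-, 3.78- and 2.09-fold. Acat2 (1.37-, 5.02- and 1.14-fold) was called for simvastatin alone (adjusted p = 0.0649 and 0.717 in atorvastatin and cerivastatin), and Mvd rose 1.52- and 3.87-fold but not with cerivastatin (1.32-fold, adjusted p = 0.123). Srebf2, which encodes the regulator of the pathway (log2 −0.13, 0.31 and 0.0047), and Nsdhl (−0.46, 0.35 and −0.62) were called in none. PPARa targets rose in 6, 30 and 16 of 35 members (adjusted p with an estimated correlation 0.330, 0.00881 and 0.400), and ATF4 targets in 17, 8 and 16 of 20 (adjusted p = 1.20e-18, 3.62e-08 and 7.55e-17, and 0.120, 0.234 and 0.157 with an estimated correlation). TGFb and matrix genes fell in 5, 5 and 5 of 13 members, Tagln and Ccn2 among them (adjusted p = 3.40e-06, 2.59e-04 and 9.32e-06, and 0.242, 0.365 and 0.307 with an estimated correlation).

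Independent lists would share 0.270 higher and 0.435 lower genes, simulated data shared 0, and divided controls left 177 (62 higher, 115 lower). Of 1000 sets of unrelated compounds with similar numbers of calls, 90 shared as many (median 136), so the number alone does not set the class apart. Across genes atorvastatin correlated at 0.661 with simvastatin (0.499 with divided controls, covariance 0.0730 against 0.00579 simulated, 6 genes in opposite directions) and at 0.804 with cerivastatin (covariance 0.0977), and simvastatin at 0.655 with cerivastatin (0.0846). Simvastatin was used at another dose than the other two and cerivastatin was measured in another campaign, so contrasts with them also carry these differences. The count was 176 without replicate 2, 179 under the per-gene test of the study, 156 with hybridization day as a fixed block, 18 at 1 d alone and 6 at 0.67 d alone.

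**Figure D2:**
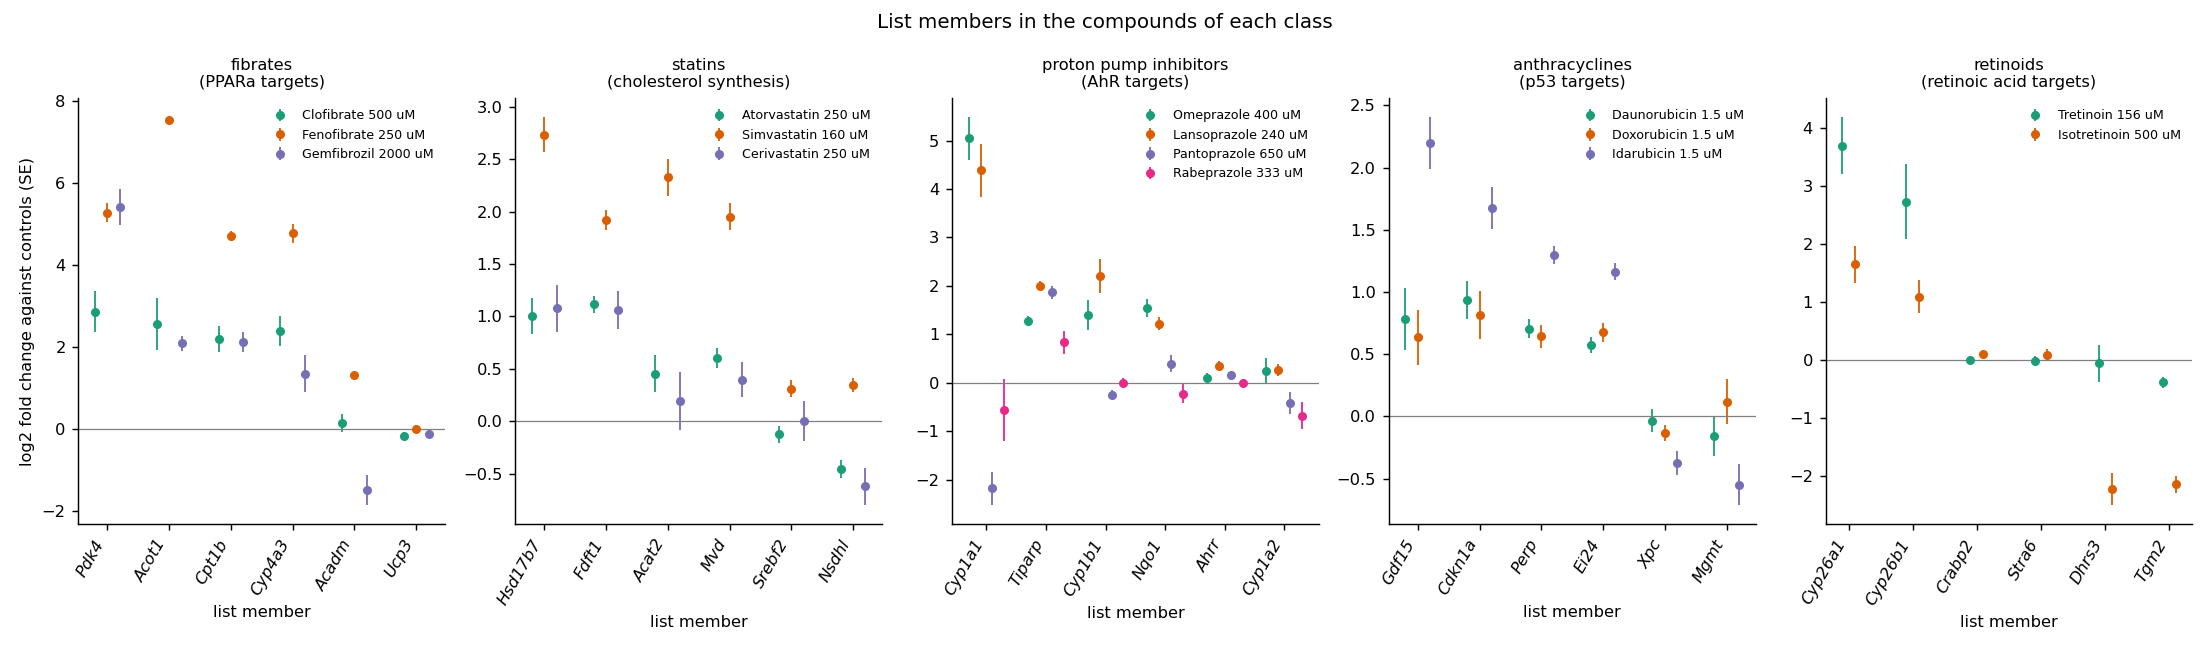
Log2 fold change against controls, with SE, of named list members in each compound, by class. Cholesterol synthesis genes rise most with simvastatin (Hsd17b7 6.66-fold). Cyp1a1 rises with omeprazole (33-fold) and lansoprazole (20.9-fold) but not with pantoprazole. The p53 targets Gdf15 (4.58-fold), Cdkn1a, Perp and Ei24 rise most with idarubicin, and Xpc and Mgmt are called in no anthracycline.

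Proton pump inhibitors were the class of 4, with omeprazole at 400, lansoprazole at 240, pantoprazole at 650 and rabeprazole at 333 uM. They shared 1172 genes, 460 higher and 712 lower. With folds in that order, the stress cytokine Gdf15 rose 5.32-, 6.23-, 34.2- and 5.09-fold, the cystine carrier Slc7a11 12.7-, 10.9-, 7.79- and 3.66-fold, Ddit3 3.98-, 5.37-, 11.7- and 6.40-fold and Zfand2a 4.38-, 5.74-, 13.9- and 4.20-fold. Pdk4 (3.75, 8.57, 51.9 and 11.1), the syndecan-binding Sdcbp2 (4.59, 7.93, 8.23 and 6.41) and the AP-1 factor Fosl1 (3.71, 7.90, 14.2 and 4.46) rose as well. Nrep fell (log2 −4.26, −5.08, −5.75 and −3.78), as did Tm4sf4, a tetraspanin-like liver protein (−3.45, −4.39, −5.73 and −3.37), and Mbl2 (−2.73, −3.77, −5.52 and −3.07). The metalloreductase Steap4 (log2 −3.72, −4.78, −4.47 and −3.83), the GTPase Ifgga2l1 (−2.92, −3.96, −4.83 and −3.13), Gna14 (−3.15, −4.11, −4.74 and −2.84), LOC100910973 (−2.82, −3.72, −3.90 and −3.63) and the protease inhibitor Serpinb9 (−2.47, −3.92, −4.74 and −2.72) were among the lower genes.

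Aryl hydrocarbon receptor (AhR) target calls varied, with no contrast tested. Of 8 members, 5 rose with omeprazole (adjusted p = 0.00326), 5 with lansoprazole (0.00125), 2 with pantoprazole where 1 fell (0.747) and 0 with rabeprazole (0.893), and with an estimated correlation the adjusted p for the 2 leading compounds was 0.225 and 0.311. Cyp1a1 rose 33-fold (log2 5.05, SE 0.44) and 20.9-fold (log2 4.39, SE 0.54) with omeprazole and lansoprazole, fell by log2 2.18 (SE 0.34) with pantoprazole and did not change detectably with rabeprazole (log2 −0.56, SE 0.64, adjusted p = 0.542). Cyp1b1 rose 2.63- and 4.61-fold and the quinone reductase Nqo1 2.92- and 2.33-fold with the same compounds only, Tiparp rose 2.43-, 4.01- and 3.64-fold but was not called for rabeprazole (log2 0.83, SE 0.24, adjusted p = 0.0114), and Ahrr and Cyp1a2 were called in none. The reference AhR ligand 3-methylcholanthrene (23 uM) raised 8 of 8 (adjusted p = 3.71e-26, and 2.35e-05 with an estimated correlation), Cyp1b1 78.2-fold and Cyp1a1 53.3-fold. NRF2 targets, of the response to oxidants, rose in 18, 15, 10 and 5 of 19 members (adjusted p = 5.77e-11, 4.38e-05, 0.00362 and 0.0109, and 0.0726, 0.387, 0.449 and 0.488 with an estimated correlation). ATF4 targets rose in 14, 14, 16 and 16 of 20, and hepatocyte markers fell in 8, 8, 9 and 5 of 23 (adjusted p = 3.11e-06, 3.47e-06, 8.06e-05 and 1.08e-04, and 0.160, 0.157, 0.431 and 0.421 with an estimated correlation). Endothelial, stellate and Kupffer cell markers did not pass as lists in any of the 4.

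Independent lists would share 0.749 higher and 1.40 lower genes, simulated data shared 0, and divided controls left 917 (344 higher, 573 lower). Among 1000 sets of unrelated compounds with similar numbers of calls, 1 shared as many (median 598.5). Correlations across genes ran from 0.841 to 0.900 (covariances 0.190 to 0.443 against −0.0014 to 0.0071 simulated). The count was 592 without replicate 2, 579 at 1 d alone and 321 at 0.67 d alone.

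Daunorubicin, doxorubicin and idarubicin, each at 1.5 uM, are anthracyclines that intercalate DNA and block topoisomerase. They shared 63 genes, 44 higher and 19 lower, with single-compound totals of 172, 158 and 1843. Slc4a11, a membrane transporter, rose 6.74-, 6.03- and 20.6-fold (SE of log2 0.14, 0.32 and 0.097), the fatty acid carrier Slc27a3 4.31-, 4.09- and 11.8-fold, the metalloprotease Adam8 4.80-, 5.44- and 6.96-fold, and Ltk, a receptor tyrosine kinase, 2.71-, 3.04- and 13.3-fold. Ppp1r36 (4.04, 3.91 and 11), Spetex2l2 (3.80, 3.48 and 12.2), the diphosphatase Nudt11 (3.82, 3.03 and 9.33) and Pinlyp (3.24, 4.50 and 5.89) rose too. Lower genes included the lipid carrier Fabp4 at log2 −2.70, −1.77 and −2.86, the Fc receptor Fcgr2b at −2.24, −1.82 and −2.41, the hyaluronan receptor Lyve1 at −1.95, −1.73 and −2.74 and Cd93 at −1.81, −1.54 and −1.84. The chloride transporter Clcn4 (−1.45, −1.02 and −1.69), the clock factor Npas2 (−0.85, −0.81 and −2.41), the activin subunit Inhbe (−0.89, −0.61 and −2.24) and the aldolase Aldoc (−0.97, −0.88 and −1.54) fell less.

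Of 23 p53 targets, 3 rose with daunorubicin, 2 with doxorubicin (3 when adjusted over the list alone) and 15 with idarubicin (adjusted p = 7.09e-09, 1.18e-08 and 1.29e-10, and 0.140, 0.0323 and 0.0587 with an estimated correlation). The cell cycle inhibitor Cdkn1a rose 1.92-, 1.76- (adjusted p = 0.0185, not called) and 3.19-fold, the apoptosis effector Perp 1.63-, 1.56- and 2.46-fold, and Gdf15 4.58-fold with idarubicin alone (1.72- and 1.55-fold, adjusted p = 0.0631 and 0.0994, in the others). Ei24 was called for doxorubicin (1.60-fold) and idarubicin (2.24-fold), while the repair genes Xpc (log2 −0.04, −0.13 and −0.37) and Mgmt (−0.16, 0.12 and −0.55) were called in none. Endothelial markers fell as a list with daunorubicin (1 of 8 called, adjusted p = 3.97e-04, or 0.358 with an estimated correlation) and doxorubicin (2 of 8, 6.62e-04, 0.118), not with idarubicin (3 of 8, 0.125).

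Independent lists would share 0.0433 higher and 0.0193 lower genes, simulated data shared 0, and divided controls left 24 (21 higher, 3 lower). Of 1000 sets of unrelated compounds with similar numbers of calls, 29 shared as many (median 2). Across genes the correlations were 0.757, 0.725 and 0.776 (0.706, 0.75 and 0.712 with divided controls, covariances 0.0373, 0.0739 and 0.0755 against 4.88e-05, 0.00276 and 0.00286 simulated). The size of this set is loosely fixed: 7 genes without replicate 1, 15 without replicate 2, 46 without replicate 3, 27 under the per-gene test of the study, 0 at 1 d alone and 2 at 0.67 d alone, but 137 against all controls of the campaign, 104 with hybridization day as a random effect, 123 with replicate number as a block, 120 with hybridization day as a fixed block and 104 with extraction day as one.

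The retinoids tretinoin (156 uM) and isotretinoin (500 uM), isomers that differ in dose here, shared 1026 genes, 363 higher and 663 lower, with 1 called in opposite directions. Cyp26a1, which degrades retinoic acid, rose 13- and 3.14-fold (log2 3.70, SE 0.49, and 1.65, SE 0.32, n = 6 each), and Cyp26b1 6.65- and 2.14-fold. Pdk4 rose 14.2- and 21.9-fold, the bile acid sensing repressor Nr0b2 6.88- and 6.79-fold, the secretory cell factor Bhlha15 7.18- and 10.4-fold and Slc7a11 4.01- and 10.4-fold. Shc4 (3.36 and 6.23), Tcp11l2 (3.08 and 6.62) and Ddit3 (3.38 and 5.81) rose as well. Lower genes included Tagln at log2 −4.07 and −4.99, the collagen cross-linker Lox at −2.95 and −4.62, the caveolar protein Cav1 at −2.84 and −4.28, Ccn2 at −3.18 and −3.87 and the stretch-responsive Ankrd1 at −3.21 and −3.77. Gna14 (−2.75 and −4.14), the sulfotransferase Sult1a1 (−2.72 and −3.82) and Tm4sf4 (−2.33 and −4.21) fell too. Retinoic acid targets did not move together, with 2 of 9 higher for tretinoin (adjusted p = 0.795) and 2 higher and 4 lower for isotretinoin (0.195), which lowered Dhrs3 (log2 −2.22, against −0.05 for tretinoin) and Tgm2 (−2.14 against −0.38), and Crabp2 and Stra6 were called in neither. ER chaperones rose in 14 and 15 of 17 members (adjusted p = 8.27e-13 and 2.25e-09, and 0.196 and 0.194 with an estimated correlation), ATF4 targets in 12 and 16 of 20 (1.87e-09 and 6.96e-10, and 0.194 and 0.0709), and TGFb and matrix genes fell in 5 and 8 of 13 (5.08e-05 and 4.37e-05, and 0.177 and 0.157). Independent lists would share 36.2 higher and 81 lower genes, simulated data shared 0, and the compounds had no controls in common (correlation across genes 0.887, covariance 0.187). Of 1000 pairs of unrelated compounds with similar numbers of calls, 6 shared as many (median 554). At 1 d alone the count was 577.

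Curated gene lists were then tested in each compound of campaigns 1 to 3, and 1044 of 2750 pairs of list and compound passed (490 up, 554 down). Only 20 passed when the correlation between genes was estimated, against a preset correlation of 0.01, and shuffled labels gave up to 733 pairs, so a list that passed is not by itself an effect of the compound. PPARa targets passed upward in 27 compounds and downward in 59 (3 and 1 with an estimated correlation), led by fenofibrate with Acot1 187-fold and Ehhadh 91.7-fold. Cholesterol synthesis rose in 66 compounds and fell in 13 (7 and 1 with an estimated correlation), led by sertraline (8 of 20 higher, adjusted p = 5.88e-33, or 0.0333 with an estimated correlation), with Acat2 2.49-fold and Lss 2.08-fold (adjusted p = 0.0117, not called). Fatty acid synthesis rose in 38 and fell in 26 (2 and 0 with an estimated correlation), led by fenofibrate with Elovl6 4.10-fold and Scd 2.00-fold. AhR targets rose in 14 compounds and fell in 0 (3 with an estimated correlation), led by 3-methylcholanthrene. PXR and CAR targets rose in 17 and fell in 9 (1 and 0 with an estimated correlation), led by doxorubicin (2 of 15 higher, adjusted p = 1.06e-06, or 0.0400 with an estimated correlation) with Ces2c 1.57-fold and Cyp3a18 1.61-fold, the latter not called.

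Stress lists passed as follows, and with an estimated correlation none passed in any compound for ATF4 targets, ER chaperones, proteasome genes, NRF2 targets, DNA replication and mitosis or acute phase and inflammation genes. ATF4 targets passed upward in 97 compounds and downward in 5, led by atorvastatin with Slc7a11 5.34-fold and Ddit3 4.43-fold. ER chaperones rose in 56 and fell in 3, led by ceramide C2 (13 of 17, adjusted p = 1.28e-16, or 0.140 with an estimated correlation) with Dnajb9 2.61-fold and Hyou1 2.43-fold. Proteasome genes rose in 42 and fell in 14, led by carbon tetrachloride with 0 of 30 called (adjusted p = 3.76e-23, or 0.177 with an estimated correlation), Psmb3 at 1.39-fold and Psmd4 at 1.36-fold. NRF2 targets rose in 33 and fell in 16, led by cadmium chloride (5 of 19, adjusted p = 1.49e-17, or 0.0881 with an estimated correlation) with Slc7a11 5.31-fold and Akr1b8 3.41-fold, the latter not called. Heat shock and metallothionein genes rose in 29 and fell in 2 (1 and 0 with an estimated correlation), led by carbon tetrachloride (5 of 8, adjusted p = 1.11e-12, or 0.0333 with an estimated correlation) with Hspa1a 9.81-fold and Hspb1 3.95-fold. The p53 targets rose in 37 compounds and fell in 0 (1 with an estimated correlation), led by 3-methylcholanthrene (9 of 23, adjusted p = 4.73e-12, or 0.0709 with an estimated correlation) with Gdf15 3.30-fold and Mdm2 2.15-fold. DNA replication and mitosis rose in 7 and fell in 6, led by antimycin A with 0 called (adjusted p = 4.91e-05, or 0.168 with an estimated correlation), Mcm5 at log2 −0.19 and Ccnb1 at −0.18. Acute phase and inflammation genes rose in 6 and fell in 16, led by cytochalasin B (7 of 15 higher, adjusted p = 2.12e-04, or 0.363 with an estimated correlation) with Il1b 4.82-fold and Nfkbiz 3.83-fold.

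Lists of liver functions and cell types passed mostly downward, and none of them in any compound with an estimated correlation. Complement and coagulation genes passed downward in 101 compounds and upward in 3, led by 6-mercaptopurine (3 of 24 lower, adjusted p = 1.62e-17, or 0.140 with an estimated correlation) with Serpinf2 at log2 −0.78 and C5 at −1.21 (adjusted p = 0.147, not called). Hepatocyte markers fell in 75 and rose in 9, led by itraconazole (12 of 23, adjusted p = 6.14e-10, or 0.157 with an estimated correlation) with the urea cycle gene Cps1 at log2 −2.95 and Apob at −2.67. Bile acid synthesis and transport fell in 47 and rose in 2, led by monocrotaline (6 of 11, adjusted p = 5.22e-05, or 0.138 with an estimated correlation) with the bile salt pump Abcb11 at log2 −2.16 and Baat at −1.86. Retinoic acid targets fell in 70 and rose in 1, led by 1-naphthyl isothiocyanate (6 of 9, adjusted p = 3.30e-05, or 0.140 with an estimated correlation) with Cyp26b1 at log2 −2.07 and Dhrs3 at −2.0. TGFb and matrix genes fell in 54 and rose in 5, led by atorvastatin. Endothelial markers fell in 23 compounds and rose in 0, led by daunorubicin with Lyve1 at log2 −1.95 and Kdr at −1.32 (adjusted p = 0.0187, not called). Kupffer cell markers fell in 5 and rose in 1, led by gefitinib (8 of 11 lower, adjusted p = 1.37e-06, or 0.140 with an estimated correlation) with Cybb at log2 −4.57 and Adgre1 at −3.22. Stellate cell markers fell in 9 and rose in 0, led by didanosine with 0 called (adjusted p = 0.00271, or 0.166 with an estimated correlation), Lrat at log2 −0.35 and Col3a1 at −0.32, and cholangiocyte markers fell in 1 compound, celecoxib (adjusted p = 0.0323, or 0.383 with an estimated correlation), with Krt19 at log2 −0.25 and Muc1 at −0.23, neither called.

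Pairs of compounds that differ by a named change in structure were contrasted after the controls of each were subtracted. Doxorubicin carries a 14-hydroxyl that daunorubicin lacks, and at 1.5 uM each they differed in 0 genes in limma (610 with unadjusted p under 0.05). The median confidence interval reached 0.24 log2 to each side, 12660 genes (89.0%) had an interval within 1.5-fold, and the differences were −0.12 for Cdkn1a (CI −0.64 to 0.39), −0.20 for Mdm2 (CI −0.44 to 0.051) and −0.15 for Gdf15 (CI −0.87 to 0.58). The per-gene test of the study also gave 0, while the treated arrays compared without controls gave 10, and replicate number as a block or leaving out replicate 2 gave 1.

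Idarubicin lacks the 4-methoxy group of daunorubicin. Doxorubicin and idarubicin differed in 557 genes (301 higher in doxorubicin, 256 in idarubicin), and daunorubicin and idarubicin in 724 (399 and 325). Idarubicin lowered the actin gene Acta1 (log2 −4.34, against −1.29 with doxorubicin, difference 3.05, CI 1.81 to 4.29), Tagln (difference 2.77, CI 1.53 to 4.02) and Ccn2 (2.36, CI 1.35 to 3.38), and raised the injury marker Havcr1 (log2 3.01 against 0.04, difference −2.97, CI −3.35 to −2.59), Ltk (−2.12) and Shisal2b (−2.10). Against daunorubicin the differences were 3.46 for Acta1 (CI 2.35 to 4.57), 3.23 for Tagln and 3.10 for Ccn2 in the one direction and −3.14 for Cyp1a1 (CI −4.51 to −1.77), −2.38 for the cell cycle arrest gene Rprm and −2.34 for Havcr1 in the other. The p53 targets Mdm2 (−0.76, CI −0.98 to −0.55, adjusted p = 1.47e-05) and Gdf15 (−1.56, CI −2.17 to −0.95) were also higher with idarubicin than with doxorubicin, Cdkn1a short of a call (−0.86, adjusted p = 0.0104). The counts were 1503 without replicate 1, 292 without replicate 3 and 134 at 1 d alone for doxorubicin and idarubicin, and 1822 without replicate 1, 476 without replicate 2 and 273 at 1 d alone for daunorubicin and idarubicin.

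Azathioprine is the imidazolyl prodrug of 6-mercaptopurine, and at 0.5 uM each they differed in 0 genes in limma (222 with unadjusted p under 0.05), with 6 and 78 genes called against controls and a correlation across genes of 0.756. Intervals reached 0.26 log2 at the median and stayed within 1.5-fold for 13057 genes (91.8%), and the per-gene test of the study gave 0 as well, the direct comparison without controls 37. Nortriptyline (70 uM) is amitriptyline (72 uM) without an N-methyl group, and 1 gene differed, the collagenase Mmp13 (log2 0.67 with amitriptyline, 1.49 with nortriptyline, difference −0.82, CI −1.09 to −0.55, adjusted p = 0.0078). They called 1584 and 2029 genes against controls and correlated at 0.947 across genes, with 12775 intervals (89.9%) within 1.5-fold. That 1 gene was lost under the per-gene test, without controls, at 1 d alone, with replicate number as a block and without replicate 3, each giving 0, while 14 differed without replicate 1.

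Desloratadine (57 uM) is loratadine (62.25 uM) without its ethoxycarbonyl group, and 272 genes differed, 209 higher in loratadine and 63 in desloratadine. The glucuronosyltransferase Ugt2b1 rose with loratadine (log2 3.33) and not with desloratadine (−0.86, difference 4.19, CI 2.98 to 5.41), and the desaturase Scd2 (difference 2.90, CI 1.83 to 3.96) and Poteml2 (2.20) were higher too. The AMP deaminase Ampd3 rose only with desloratadine (log2 2.05 against −0.18, difference −2.22, CI −2.55 to −1.89), and Sema6a (−1.86) and Cd69 (−1.51) followed. Cholesterol synthesis genes rose with both, 17 and 15 of 20 (adjusted p with an estimated correlation 0.0311 and 0.160). The count was 89 without replicate 2, 167 without replicate 3, 26 at 1 d alone and 470 without controls.

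Carmustine (550 uM) and lomustine (560 uM) are nitrosoureas with a chloroethyl and a cyclohexyl group, and 4 genes differed. The aldose reductase Akr1b1 (difference 1.65, CI 1.11 to 2.19) and Tbcel (0.96, CI 0.64 to 1.28) were higher with carmustine, the histone gene H4f3 (−1.20, CI −1.52 to −0.89) and Ufsp1 (−1.10, CI −1.37 to −0.82) with lomustine. Against controls they called 3342 and 3898 genes and correlated at 0.953 across genes, with 11062 intervals (77.8%) within 1.5-fold. The count was 5 without replicate 1, 0 without replicate 2, 1 without replicate 3, 2 under the per-gene test, 0 at 1 d alone and 8 without controls.

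Campaign 5 asked how 6 compounds acted over 3 doses at 1 d, with n = 3 arrays per dose and 3 controls. Clofibrate called 13 genes higher and 0 lower at 125 uM, 48 and 1 at 250 uM and 86 and 3 at 500 uM (28, 82 and 178 genes with replicate number as a block). The trend over dose passed for 1 gene, Acot1, which rose 2.41-, 38- and 94.8-fold over the doses (slope 2.65 log2 per step, SE 0.29, adjusted p = 0.0374). With replicate number as a block, 146 genes had a trend (94 rising, 52 falling), 27 of 35 PPARa targets rising among them. Pdk4 went from 5.71- to 15.6- to 26.5-fold, the peroxisomal Ehhadh from 27.3 to 84.4 to 112, Cyp4a1 from 19.6 to 44.6 to 55.0, the fatty acid binding protein Fabp1 from 6.01 to 14.3 to 18.9, Cpt1b from 5.14 to 13.1 to 16.4 and Pex11a, of peroxisome division, from 2.87 to 5.18 to 7.61, while Ampd3 (log2 −0.57, −0.97 and −1.49) and the chemokine Ccl2 (−0.83, −1.29 and −1.68) fell. Without the block the PPARa list followed the dose at adjusted p = 3.41e-41 (0.533 with an estimated correlation). The Acot1 trend was not called without replicate 1, 2 or 3, under the per-gene test or with dim genes left out, each giving 0.

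Omeprazole called 392 genes higher and 229 lower at 365 uM, 416 and 456 at 400 uM and 700 and 573 at 435 uM, doses that lie close together (1016, 1313 and 1747 genes with replicate number as a block). Its trend passed for 0 genes in limma (777 with unadjusted p under 0.05) and 24 with replicate number as a block (2 rising, 22 falling), with the stress gene Trib3 at 2.12-, 2.68- and 3.16-fold and Cyp26b1 (log2 −1.29, −2.02 and −2.73), the growth factor Fgf1 (−1.94, −2.63 and −3.07) and Nrep (−2.94, −3.58 and −4.04) falling. The AhR targets were flat, with Cyp1a1 at 69.6-, 63.6- and 68.2-fold and Nqo1 at 3.18-, 3.18- and 3.28-fold. ATF4 targets rose with the dose as a list (adjusted p = 1.55e-08, or 0.133 with an estimated correlation). Falling with it were complement and coagulation genes (1.55e-08), hepatocyte markers (0.00128), TGFb and matrix genes (0.00185), retinoic acid targets (0.00376) and acute phase and inflammation genes (0.0301), none of which passed with an estimated correlation (0.533 to 0.748).

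Busulfan called 0 genes at 125 and 250 uM and 2, both lower, at 500 uM (0, 1 and 4 with replicate number as a block), with 0 trends (334 with unadjusted p under 0.05) and 11 with replicate number as a block (2 rising, 9 falling). The pyrimidine catabolic gene Dpyd (log2 −0.23, −0.68 and −1.38) and Atrnl1 (−0.22, −0.78 and −1.35) fell, while Ugt2b7 (1.05-, 1.44- and 3.68-fold) and Ugt2b1 (1.31-, 1.94- and 2.79-fold) rose. Carbon tetrachloride at 193.7 to 775 uM and allyl alcohol at 20 to 40 uM called 0 genes at every dose and 0 trends (330 and 53 genes with unadjusted p under 0.05), and 0 of either with replicate number as a block. Lists passed all the same: heat shock and metallothionein genes (adjusted p = 8.21e-04) and ER chaperones (0.00158) rose with the carbon tetrachloride dose, complement and coagulation genes fell with busulfan (2.17e-06) and proteasome genes with allyl alcohol (5.31e-05), among others. Lists, tested without the block, passed in no series with an estimated correlation (lowest adjusted p = 0.133). A pass is thus not by itself an effect of dose.

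Methapyrilene called 0 genes at 100, 300 and 500 uM and 0 trends (344 with unadjusted p under 0.05) with the labels as given, and 0 with replicate number as a block. On the arrays labelled replicate 2 the response ran against the labels. It was strongest at 100 uM and near 0 at 300 and 500 uM, while arrays labelled allyl alcohol carried it. Without replicate 2 methapyrilene called 607 genes (342 higher, 265 lower), 2156 (1160 and 996) and 3086 (1474 and 1612) over the doses and 2196 genes had a trend (810 rising, 1386 falling), 3953 with replicate number as a block besides. Rising genes included Ddit3 (2.08-, 5.25- and 9.96-fold), Klf4 (2.41-, 5.82- and 11.2-fold) and Fosl1 (6.99-, 18.1- and 31.2-fold). Falling genes included Mbl2 (log2 −1.37, −3.81 and −5.13), the iron regulator Hjv (−0.54, −2.37 and −3.86), the bile acid conjugating Baat (−1.03, −3.65 and −4.30) and the lipoprotein assembly gene Mttp (−0.93, −2.85 and −3.95). Counted by list, with no test of the lists in this fit, 10 p53 targets rose and 1 fell, 8 ATF4 targets rose and 0 fell, 2 of 35 PPARa targets rose and 12 fell, and 6 of 24 complement and coagulation genes and 4 of 23 hepatocyte markers fell and 0 rose, beside 810 rising and 1386 falling of all 14218 genes. Allyl alcohol called 0 genes at each dose without replicate 2 as well.

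**Figure D3:**
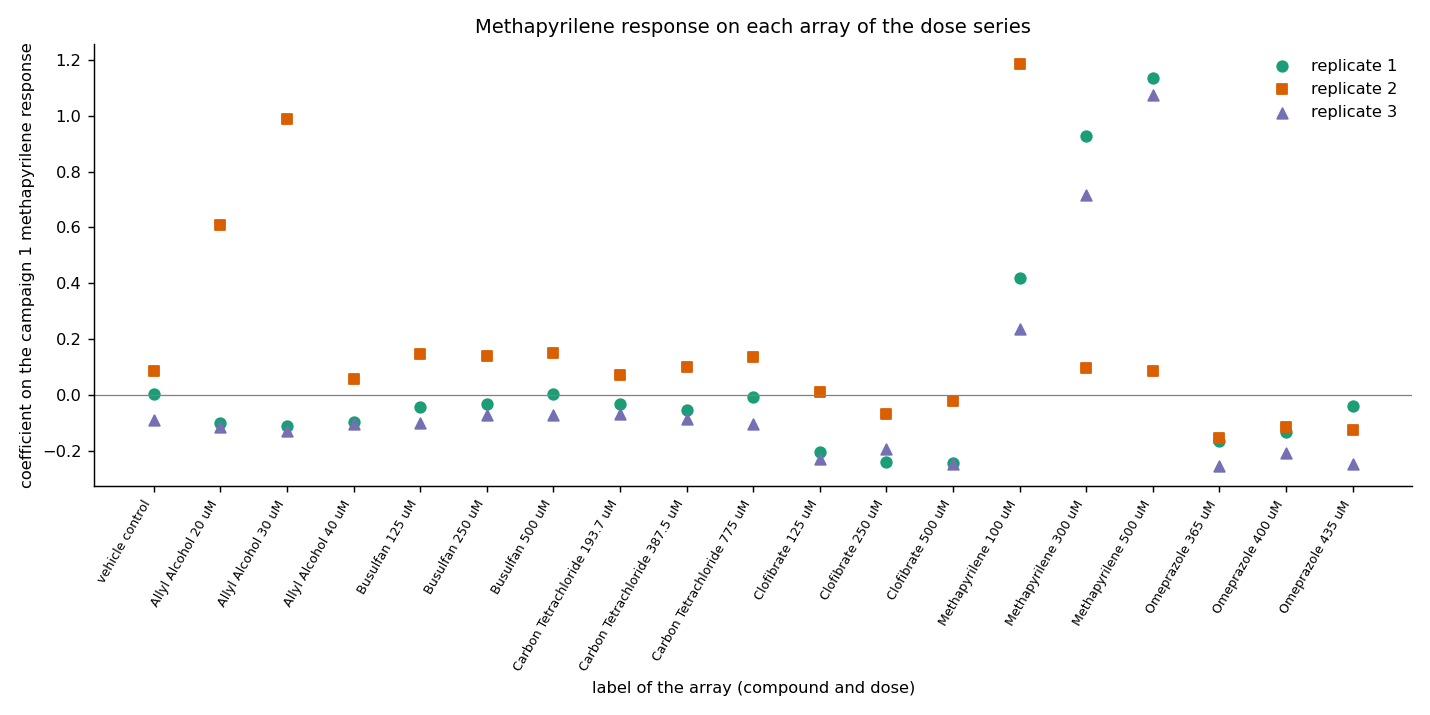
Coefficient of each array of the dose series on the methapyrilene response of campaign 1, by the compound and dose in its label. Among arrays labelled replicate 2, those labelled methapyrilene 100 uM (1.19) and allyl alcohol 20 and 30 uM (0.61 and 0.99) carry the response and those labelled methapyrilene 300 and 500 uM (0.10 and 0.09) do not.

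Of the campaign 1 compounds 7 were measured again later, at the same dose and time and with separate controls. Calls here use variances of the compound and its controls alone, those by dose variances over all of campaign 5, so the counts differ. Omeprazole repeated closely (correlation across genes 0.885, covariance 0.207): of 1720 genes called before, 1714 (99.7%) moved the same way and 775 of the 943 called in the repeat were called in both, with Cyp1a1 at log2 6.26 and 5.99, Slc7a11 at 4.20 and 4.71 and Nrep at −4.17 and −3.58. Chlorpromazine correlated at 0.810 (389 of 389 genes the same way, 22 called in both, covariance 0.0775), with Cyp1a1 at 5.45 and 5.45 and Sult1a1 at −3.78 and −2.96. Methapyrilene correlated at 0.910 and 1929 of 1932 genes (99.8%) moved the same way, though the repeat called 0 with the labels as given (covariance 0.179). Busulfan correlated at 0.384 (9 of 9 genes the same way, Dpyd log2 −1.51 and −1.38, Atrnl1 −1.42 and −1.35, covariance 0.0102). Carbon tetrachloride had 0.304 (Hspa1a 3.19 and 1.94, covariance 0.00488). Clofibrate had 0.405 (0 genes called before, 24 in the repeat, covariance 0.0197) and allyl alcohol 0.099 (0 called in either, covariance 0.00231). Leaving out 1 replicate number at a time gave 0.146 to 0.419 for busulfan, −0.012 to 0.523 for clofibrate, −0.134 to 0.144 for allyl alcohol and 0.823 to 0.887 for omeprazole. Against all controls clofibrate gave 0.240 and allyl alcohol −0.089.

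Control arrays of the same culture day were compared between 0.67 and 1 d to see how the cells drifted in culture. Over 52 arrays at each time and 51 culture days, 95 genes changed by 1.5-fold or more, 55 higher and 40 lower at 1 d, and 5068 passed the adjusted p alone. The circadian genes Dbp (2.38-fold, higher on 47 of 51 days), Nr1d1 (2.10-fold, 49 days) and Bhlhe41 (2.08-fold) rose, and their antagonist Cry1 fell by log2 1.07 (SE 0.050, higher on 0 days). Cd24, a surface marker of immature epithelium, rose 2.87-fold (log2 1.52, SE 0.12, on 51 of 51 days), along with Olfml3 (2.25), Fam25a (2.20), the actin-binding Dbn1 (2.09), Vil1 (2.08) and Tagln (2.05) and the protease inhibitor Timp2 (1.96). Lower genes at 1 d included Cyp1a1 at log2 −1.30 (SE 0.099), Fabp1 at −1.01, the sulfotransferase Sult1e1 at −1.01, Cyp26b1 at −0.97 and Cyp3a2 at −0.87, and so did the oxidase Duox2 (−1.11), Sfn (−0.99), the interferon-induced Rsad2 (−0.90) and Igfbp1 (−0.88).

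As lists, ATF4 targets (adjusted p = 5.40e-11, 1 member lower), hepatocyte markers (2.78e-07, 2), ER chaperones (3.93e-06, 0) and cholesterol synthesis (1.09e-05, 0) fell. So did PXR and CAR targets (1.58e-05, 3) and p53, acute phase, heat shock, endothelial and fatty acid synthesis lists (0.00150 to 0.0455, 0 or 1). TGFb and matrix genes rose (1.06e-04, 1 higher). With an estimated correlation none passed (lowest 0.0798). Time in culture and time of day changed together, and the comparison does not separate them.

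**Figure D4:**
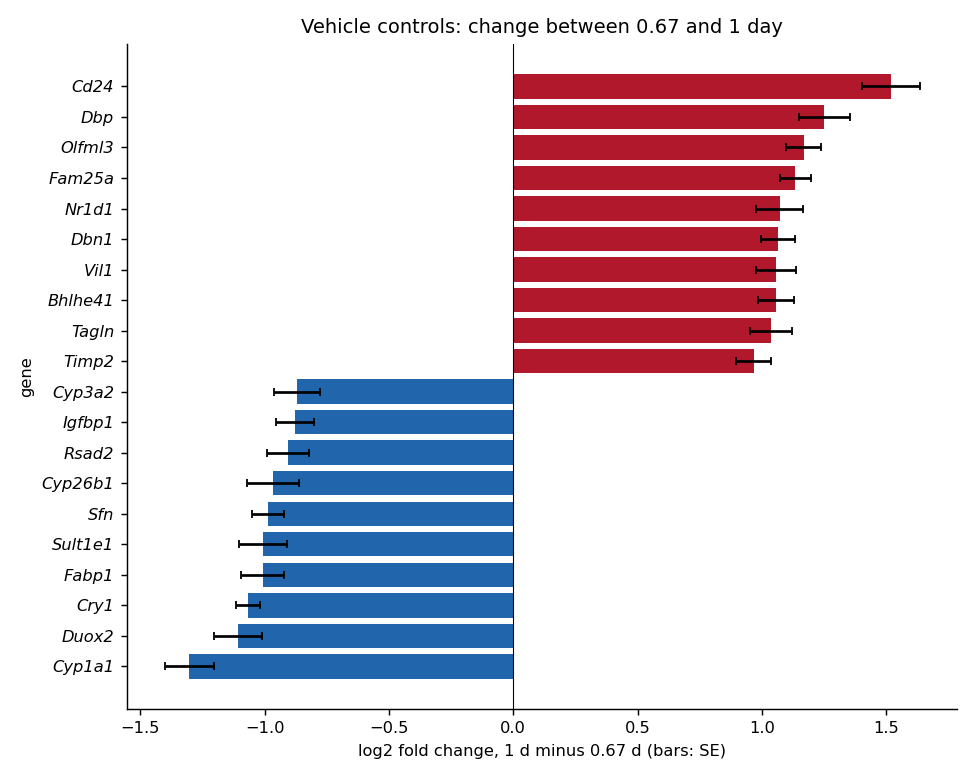
Log2 fold change, with SE, of the named genes in vehicle controls at 1 d against 0.67 d over 51 culture days. Cd24 (2.87-fold) and Dbp (2.38-fold) rise most, and Cyp1a1 (log2 −1.30) and Duox2 (log2 −1.11) fall most.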

Values the study reported

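In livers of treated rats, the study counted 2,745 transcripts, about 24% of those measured, that changed by 1.5-fold or more at a false discovery rate of 0.01 or less in at least 5 compounds relative to matched controls.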

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

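The tests of the label exchanges and the comparison of every array with its group were chosen only after the result was seen.

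In the methapyrilene dose series the arrays labelled replicate 2 ran against their labels. On the response of campaign 1 their coefficients were 1.19, 0.10 and 0.09 at the labels 100, 300 and 500 uM, against 0.42, 0.93 and 1.13 for replicate 1 and 0.24, 0.72 and 1.08 for replicate 3, and 2 of 48 arrays not labelled methapyrilene had a coefficient over 0.5, those labelled allyl alcohol 20 and 30 uM (0.61 and 0.99). Failed treatment of these cultures is argued against by the coefficient of 0.988 on an array labelled allyl alcohol, and an effect of the hybridization day by the controls and other compounds of replicate 2, none above 0.150. An exchange of labels between the 2 compounds had the values it needs and stays open, and no biological explanation was tested. Labels were kept as given throughout.

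Among the fibrates, numbered 1, 2, 1 within a time, the array of hybridization day 2 labelled clofibrate 0.67 d replicate 1 resembled gemfibrozil, and the array of that day labelled gemfibrozil 1 d replicate 1 resembled clofibrate. The former correlated across genes at 0.852 with the other gemfibrozil arrays and had Pdk4 at log2 5.20, Ehhadh at −2.14 and Cyp4a1 at −1.50. The latter correlated at 0.342 with clofibrate of campaign 5, where no other gemfibrozil array exceeded 0.013, with Ehhadh at 4.86 and Cyp4a1 at 3.78. For the former, spread between clofibrate cultures is argued against, since its 0.852 lay 0.882 above the highest of the other clofibrate arrays. Why those others differed was not tested. An exchange of labels had the values it needs and stays open, with no biological explanation tested. Over all 826 treated arrays, 4 had a correlation below 0 with their own group and above 0.6 with another compound, of which 2 are these.

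Among the 15 compounds of the classes, the only ones tested for it, the effects of 3 changed with time by an interaction, a difference between groups. Idarubicin did so for 25 genes, among them Morc4 (log2 3.63 at 0.67 d, 1.89 at 1 d), Dram1 (2.78 and 1.62), Shisal2b (3.41 and 1.84) and Dbp (1.84 and 0.36). Isotretinoin did so for 13, with Hjv (−2.68 and −0.41), Nt5e (−3.54 and −1.59), Plpp3 (−3.04 and −1.17) and Dhcr7 (−2.56 and −1.04), and pantoprazole for 3, Irs3 (0.64 and 2.13), Mycbp (−1.35 and −2.71) and Eppk1 (−1.22 and −2.42).

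Lower doses outside the comparisons gave signals in 2 compounds. Colchicine at 1000 uM called 1516 genes (465 higher, 1051 lower), 1261 of them shared with 2282 at 2000 uM, with the iron hormone Hamp at log2 2.92 and 2.87, Baat at −4.20 and −3.06 and Hao1 at −4.19 and −3.74. Zidovudine at 1000 uM called 2 genes, Pck1 (log2 1.42, against 3.08 at 14800 uM) and Mat1a (0.92 against 1.54). Gentamicin at 1000 uM called 0 (2155 with unadjusted p under 0.05 in limma).

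Some arrays lay far from the others of their group in a mean of markers or in their median. Hepatocyte markers stood at 11.88 in control set 13 (0.67 d, replicate 2), 11.11 in set 5 (0.67 d, replicate 8) and 11.64 in set 8 (0.67 d, replicate 2). Kupffer cell markers stood at 6.16 and 6.29 in set 6 (replicate 3 at 0.67 d and at 1 d) and 7.23 with chlorpromazine in campaign 4 (replicate 4). Stellate cell markers stood at 5.46 in set 12 (0.67 d, replicate 2) and cholangiocyte markers at 6.08 in set 1 (1 d, replicate 5). The array median was 5.61 in set 8 (0.67 d, replicate 1) and 5.73 with chlorpromazine in campaign 4 (replicate 5), the array whose highest correlation with another was the lowest of all at 0.949. Of 84 tests of a group and a measure, over 14 groups of 4 to 10 arrays, 10 stood out, and by chance alone about 1 in 20 would.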

How the results depend on the processing

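Day blocks, the replicate block for calls at each dose, the fits without the 2 fibrate arrays of hybridization day 2 and the replicate block with replicate 2 left out were chosen only after the result was seen. The count of responsive genes (6406) and of genes changed by time in culture (86 to 108) moved by less than 1.5 times under all alternatives but a bound of 2-fold (2719), though membership moved more: 5573 of the 6406 stayed responsive at 0.67 d alone, 5769 with the median of probe sets and 5863 without dim genes. With the array median subtracted 3279 responsive genes were more often higher and 3165 more often lower, in place of 2986 and 3345. The cause was not tested for any of the changes listed here. Depth on arrays is signal over background, and genes near the lower end of the scale limit the folds that can be seen.

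In fibrates, cerivastatin, idarubicin, amitriptyline and nortriptyline the numbers restart, so that of 6 treated arrays 4 go without replicate 1, 2 without replicate 2 and 0 without replicate 3. Shared genes of the classes changed as follows. Fibrates (7): 3 by the per-gene test, 58 with all controls (46 higher, 12 lower), 0 at 1 d, 0 at 0.67 d, 4 with hybridization day random, 0 with the replicate block, 0, 0 and 4 without replicate 1, 2 and 3, 0 with hybridization day fixed, 0 with extraction day fixed and 6 without the 2 arrays. Statins (274): 179 by the per-gene test, 18 at 1 d, 6 at 0.67 d, 265, 176 and 200 without replicate 1, 2 and 3 and 156 with hybridization day fixed. Proton pump inhibitors (1172): 579 at 1 d, 321 at 0.67 d and 1087, 592 and 1028 without replicate 1, 2 and 3. Anthracyclines (63): 27 by the per-gene test, 137 with all controls, 0 at 1 d, 2 at 0.67 d, 104 with hybridization day random, 123 with the replicate block, 7, 15 and 46 without replicate 1, 2 and 3, 120 with hybridization day fixed and 104 with extraction day fixed. Leaving out dim genes gave 28 higher and 19 lower anthracycline genes in place of 44 and 19. Retinoids (1026): 577 at 1 d, 769 with hybridization day fixed and 789 without replicate 3.

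Pairs changed too. Doxorubicin and daunorubicin (0): 10 without controls, 1 with the replicate block and 1 without replicate 2. Doxorubicin and idarubicin (557): 134 at 1 d, 1503 without replicate 1 and 292 without replicate 3. Daunorubicin and idarubicin (724): 273 at 1 d, 1822 without replicate 1 and 476 without replicate 2. Azathioprine and 6-mercaptopurine (0): 37 without controls. Amitriptyline and nortriptyline (1): 0 by the per-gene test, without controls, at 1 d, with the replicate block and without replicate 3, and 14 without replicate 1. Loratadine and desloratadine (272): 470 without controls, 26 at 1 d, and 265, 89 and 167 without replicate 1, 2 and 3. Carmustine and lomustine (4): 2 by the per-gene test, 8 without controls, 0 at 1 d, and 5, 0 and 1 without replicate 1, 2 and 3.

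Among dose trends, clofibrate (1) gave 0 by the per-gene test, without dim genes and without replicate 1, 2 or 3, and 146 with the replicate block. The block gave 11 for busulfan and 24 for omeprazole (0 each), and calls over the doses went from 13, 49 and 89 to 28, 82 and 178 for clofibrate, from 0, 0 and 2 to 0, 1 and 4 for busulfan and from 621 to 1016 at the lowest dose of omeprazole, and methapyrilene (0) gave 2196 without replicate 2 and 3953 with the block besides. Among repeats, allyl alcohol (0.099) gave −0.089 with all controls and 0.144 and −0.134 without replicate 2 and 3, busulfan (0.384) 0.146 and 0.419 without replicate 1 and 2, clofibrate (0.405) 0.240 with all controls, 0.521 without dim genes, −0.012 without replicate 1 and 0.523 without replicate 2, and omeprazole (0.885) 0.823 and 0.887 without replicate 1 and 3. Lists passing fell from 1044 to 20 with an estimated correlation and were 1039 without the 2 fibrate arrays. The replicate block ended no other call, and gave 343 genes for statins, 1272 for proton pump inhibitors, 1230 for retinoids, 711 for doxorubicin and idarubicin, 908 for daunorubicin and idarubicin and 407 for loratadine and desloratadine, with a median of 1020 genes per compound in place of 878.

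Mean changes near 0 turned sign. Acadm over the fibrates (main value below 0) was 0.018 with the array median subtracted, 0.0091 with all controls, 0.15 at 1 d, 0.038 with hybridization day random, 0.042 and 0.00040 without replicate 2 and 3, 0.24 with hybridization day fixed and 0.12 with extraction day fixed, and kept its sign at −0.15 without replicate 1, while Ucp3 was 0.014 with hybridization day fixed. Stra6 over the retinoids was −0.12 as the median of probe sets, −0.011 at 1 d and −0.00017 without replicate 1, and kept its sign at 0.077 without replicate 2. Srebf2 over the statins was −0.0097 without replicate 2.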

Other observations

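The gene length hypothesis was noticed in the falling genes of busulfan, and its tests over all compounds were set before those results were seen. The tests on random sets of compounds were chosen only after the result was seen.

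Kupffer cell markers passed downward in 3 of the 4 kinase inhibitors, all with control sets 14 and 15, and in 2 drugs with set 4. They did not pass in erlotinib (sets 15 and 16) or in acetaminophen and sulconazole (set 4). Cybb varied in controls (SD 2.20), and an effect of control sets was not tested. With gefitinib 8 of 11 were lower and 1 higher (median log2 −2.16), led by Cybb (−4.57) and Adgre1 (−3.22). With Mln-518 8 were lower (median −2.50, adjusted p = 8.12e-06, and 0.140 with an estimated correlation). Imatinib lowered 2 (0.00441, 0.372), carvedilol 8 (median −1.73, 0.00126, 0.372) and labetalol 5 (0.0255, 0.482). Clofibrate alone shifted the list upward (median 0.97, 0 of 11 called, 0.0294, 0.505).

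Called p53 targets varied over DNA-damaging compounds at these doses, with few contrasts tested. Of 23 p53 targets, 13 rose with cisplatin (1 fell), 11 with ifosfamide (3 fell), 10 with lomustine (2 fell), 9 with each of cyclophosphamide, N-nitrosodiethylamine and streptozotocin, 8 with carmustine (2 fell), 6 with etoposide and 0 with busulfan and chlorambucil. The cell cycle inhibitor Cdkn1a rose by log2 1.88 (SE 0.11) with carmustine, 1.78 with ifosfamide, 1.51 with lomustine and 1.44 with cisplatin, and was not called with streptozotocin (0.74, adjusted p = 0.0194), busulfan (0.44, 0.241) or chlorambucil (0.38, 0.126). Mdm2, the p53 inhibitor and target, rose by 1.45 (SE 0.084) with lomustine, 1.35 with carmustine and 1.31 with streptozotocin, and not with busulfan (0.24, adjusted p = 0.222) or chlorambucil (0.15, 0.666). As a list the p53 targets reached adjusted p = 6.96e-10 with N-nitrosodiethylamine, 1.17e-09 with etoposide, 1.41e-09 with streptozotocin, 1.46e-05 with cyclophosphamide, 0.00150 with cisplatin, 0.00420 with busulfan, 0.00630 with chlorambucil, 0.0283 with lomustine and 0.0433 with carmustine, and did not pass with ifosfamide (0.125). With an estimated correlation none of these passed (lowest adjusted p = 0.0881, etoposide).

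In compounds that damage DNA the change in expression was more negative the longer the gene, though in several the median long gene did not fall and short genes rose (median log2 with cisplatin −0.0025 for genes of at least 300 kb and 0.19 for genes under 10 kb, ifosfamide 0.11 and 0.22, lomustine 0.014 and 0.17). The rank correlation between gene length and log2 fold change averaged −0.229 (SD 0.096) in 13 such compounds, all below 0, and −0.050 (SD 0.057) in 112 others, of which 91 lay below 0, a difference of −0.179 (permutation p = 1e-05), lowest with cisplatin (−0.427), where 125 of 431 genes of at least 300 kb were called lower and 2 higher. Expression level as the cause is argued against by a difference of −0.181 with level removed, and the size of the response by −0.178 with that removed. Compounds not on the list of such compounds overlapped with it widely, with monocrotaline (−0.324) the third lowest of all and many others, among them D-galactosamine (−0.201), rapamycin (−0.162), staurosporine (−0.155), diethylstilbestrol (−0.148) and ramipril (−0.144), below the listed idarubicin (−0.130), etoposide (−0.119) and daunorubicin (−0.094). As a hypothesis, lesions that stop transcription could lower long genes relative to short ones. The pattern was noticed in the busulfan dose series and tested on other arrays.

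Other splits of the arrays were counted for each result. Treated and control arrays were exchanged within compound and time for the responsive genes (6406, highest other split 0) and for the shared genes of fibrates, statins, proton pump inhibitors, anthracyclines and retinoids (7, 274, 1172, 63 and 1026, highest other 0), and only the real labels, 1 of 50 splits, gave as many, so chance can be excluded as the source of the responses. These splits remove every compound effect and do not address class membership. Of 1000 random sets of unrelated compounds, regardless of their number of calls, 545 shared as many genes as the fibrates, 166 as the statins, 0 as the proton pump inhibitors, 373 as the anthracyclines and 107 as the retinoids, and of those with similar numbers of calls 23, 90, 1, 29 and 6 did (highest 18, 427, 1179, 123 and 1127). For the lists, 1044 against a highest of 733 in 30 splits, it can be excluded as the source of the number. Why shuffled labels passed so many was not tested, and with an estimated correlation 20 passed with the real labels. Among pairs chance can be excluded for doxorubicin and idarubicin (557, highest other 36, 1 of 100 splits), daunorubicin and idarubicin (724, 82) and loratadine and desloratadine (272, 98). It cannot be excluded for amitriptyline and nortriptyline (1, highest other 672, 11 of 100 splits as large) and carmustine and lomustine (4, 216, 18 of 100), and for doxorubicin and daunorubicin (highest other 18) and azathioprine and 6-mercaptopurine (64) the real count of 0 makes every split as large (100 of 100), so that the splits decide nothing. Why other splits called so many genes in the 2 pairs with 672 and 216 was not tested. For time in culture chance can be excluded (95, highest other 0).

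For the clofibrate dose trend without the block chance cannot be excluded (1, 8 of 100 splits as large, highest other 768). For the others the real count of 0 makes every split as large (100 of 100), so that the number of splits decides nothing there, but those splits called up to 3361 genes for allyl alcohol, 81 for busulfan, 1230 for carbon tetrachloride, 4198 for methapyrilene and 1069 for omeprazole. This points to a structure of the samples: splits that put each replicate number, which the hybridization day followed on 55 of 57 arrays, at a single dose called up to 2198 genes for allyl alcohol, 1724 for busulfan, 1741 for carbon tetrachloride, 2084 for clofibrate, 104 for methapyrilene and 1069 for omeprazole. With the replicate number as a block and doses exchanged within it, clofibrate had 146 genes against a highest other of 0, and chance can be excluded. Busulfan (11, 2 of 100 splits as large, highest other 59) and omeprazole (24, 3 of 100, highest other 320) passed the same bound, though splits that called several times as many again point to a structure of the samples. For methapyrilene (0, highest other 4162) that split was the one with the doses of replicate 2 in reverse order.

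The share of responsive genes here was 45.1%. That is higher than the value quoted from the study, which came from whole liver.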
